A study of Mus musculus with 24 samples. Its data were reported in "Argonaute proteins orchestrate Meiotic Sex Chromosome Inactivation and timing of the spermatogenic transcriptional program" (2026).

How the data were processed

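Messenger RNA was measured by bulk RNA sequencing in pachytene/diplotene spermatocytes and in round spermatids, enriched from mouse testes by sedimentation through a bovine serum albumin gradient. The mice were wild-type (Ago413+/+), heterozygous (Ago413+/-) or null (Ago413-/-) for a targeted deletion on chromosome 4 that removes Ago1 and parts of Ago3 and Ago4, which lie in tandem and encode Argonaute proteins. Testes of several mice of one genotype were combined for a cell preparation, so a library stands for a pool of animals and the spread between libraries includes the spread in purity of the fractions.

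The authors deposited one table of raw counts per gene for all libraries. Per the paper's methods, poly(A) RNA was made into strand-specific libraries, the paired reads were trimmed with TrimGalore, and the trimmed reads were aligned with STAR, whose gene counting option gave the deposited counts. That option counts reads that align to a single place in the genome, so reads of near-identical copies are lost or are assigned by the few bases that differ. The genome assembly, the strand column used and the gene annotation release are not stated for these libraries. All 55536 gene identifiers of the table were found in GENCODE release 21 for mouse (M21, GRCm38/mm10), which supplied symbols, chromosomes, biotypes and 1-based coordinates. All 55536 entries named a gene. No normalization by the authors is contained in the deposited counts.

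Groups and replicate numbers were taken from the sample labels. The table held 24 libraries, of which the labels call 3 outliers that the authors left out downstream: the library labelled spermatocyte wild-type replicate 3, the library labelled spermatocyte heterozygous replicate 4 and the library labelled round spermatid wild-type replicate 3. These 3 libraries were left out of the main comparisons and added back in an alternative, which leaves 21 libraries. Total counts per library ranged from about 12825100 to 29749100. A count of 0 allowed at most 3 counts. In the library of a group where these weigh most, that is 0.240 CPM (counts scaled to a common library total) in wild-type spermatocytes, 0.154 CPM in null spermatocytes, 0.192 CPM in wild-type round spermatids and 0.158 CPM in null round spermatids. These floors cover counting error only, since the reads carry no molecular identifiers. No pair of libraries of one group was a repeat deposit, because over 37 pairs the chi-square statistic per gene was between 8.92 and 160, far above sampling noise.

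A gene was tested if 3 or more libraries of the fit held 10 or more of its counts. Each cell type was fitted on its own, as in the study's methods. The 3 genotypes shared one estimate of the spread, which those methods do not state, and a fit of only the compared groups was an alternative. The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 0.5, the thresholds of the study. DESeq2 1.42.0, which the study used, was run as an alternative on the same genes. Adjusted p-values given without a tool are those of edgeR. Library levels are CPM relative to the library total of the genes kept by the filter after TMM scaling, while shares of X-linked and Y-linked counts use all counts of a library. Means are given with the standard deviation (SD) over libraries.

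The shift of the X chromosome was the median log2 fold change of tested X-linked genes minus that of tested autosomal genes. It was tested with fry, a two-sided rotation test of limma 3.58.1 that takes the correlation between genes from the libraries, and with camera using an estimated correlation. For each library the mean log2 CPM (prior count 2) of X-linked genes minus that of autosomal genes gave an X score, compared by a two-sided exact permutation test, as were the library means of gene lists. The p-values of fry and camera come from a model of the spread with 3 or 4 libraries per group, so the exact p is given beside them for the main comparisons of the X chromosome. Genes of the Y chromosome were kept apart because most belong to multicopy families whose reads the counting loses.

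Germ cell stages were read from 7 marker lists that the study made from wild-type single cells, not from these libraries. They cover spermatogonia, leptotene/zygotene, pachytene and diplotene/M1/M2 (diplotene to the second meiotic division) spermatocytes, early and late round spermatids, and elongating spermatids. They held 66 to 100 genes, and 62 to 98 of each were tested. Preranked enrichment of the log2 fold changes used fgsea 1.28.0 with a minimum of 20 genes, as in the study, and gave a normalized enrichment score (NES). Preranked enrichment treats genes as independent, so fry and camera are given beside it. A list of 50 genes for regulation of the meiotic cell cycle shared 2 genes with the leptotene/zygotene list, 2 with the pachytene list and 1 with the spermatogonia list. Lists of 6 to 10 genes for Sertoli, Leydig, peritubular myoid, macrophage and erythrocyte RNA were written from general knowledge. Of their 45 genes, 33 were tested in spermatocytes and 40 in round spermatids.

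Genes are named by a rule set before the data were examined. They are Ago1 to Ago4, 3 genes whose proteins the study stained and which it chose partly from these libraries (Zp3r, which encodes SP56, Adam4 and Acrv1), and for null against wild-type the 3 called genes that rose most and the 3 that fell most, with a mean of at least 1 CPM and no overlap between the groups. The rule adds the 3 called genes closest to Ago1 and the 3 called X-linked genes that rose most. No X-linked gene was called with edgeR, so that last part of the rule named none. Hdac1 in spermatocytes and every other gene named were chosen after their values were seen.

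Calls within 20 Mb of Ago1 (Ago1, Ago3 and Ago4 left out) were compared with those on the rest of the autosomes by a two-sided Fisher's exact test. Sequence sharing was counted as the share of a gene's 31-base words found in transcripts of another gene. Where comparisons shared control libraries, 100 simulated sets of unchanged groups gave the correlation expected with no effect.

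The scripts were tested on simulated data, with counts drawn from the means and library sizes of the real libraries. Among 19054 genes simulated for spermatocytes, edgeR recovered 149 of 200 changed genes (74.5%) and called 3 of 18050 unchanged genes. Among 18985 genes simulated for round spermatids, it recovered 175 of 200 (87.5%) and called 8 of 17958 unchanged genes. A simulated X shift of 0.40 was recovered as 0.40 in both. The simulated genes varied independently of each other, with a spread set by their expression level. These rates thus test the scripts and do not describe power or error in the real libraries.

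Alternatives were DESeq2, DESeq2's size factors in edgeR, no filter and a stricter filter on low counts, the libraries called outliers added back, only the compared groups in the fit, the replicate number as a block, library numbers above 60 as a term, each library left out in turn, other gene set tests and other windows around Ago1. The labels carry a library number, which was treated as a possible technical batch because no date or run is given. Small RNA libraries, single-cell data and chromatin data of the study were not used here.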

Results

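The data collected were gene counts from 24 bulk RNA-seq libraries of 2 enriched germ cell fractions, pachytene/diplotene spermatocytes and round spermatids, from Ago413+/+, Ago413+/- and Ago413-/- males. After the libraries that the labels call outliers were left out, there were 4 wild-type, 3 heterozygous and 3 null spermatocyte libraries and 3 wild-type, 4 heterozygous and 4 null round spermatid libraries. Depth ranged from about 12825100 to 29749100 counts in wild-type spermatocytes and from 19022900 to 21902300 in null spermatocytes. In round spermatids it ranged from 15446700 to 27433500 in the wild type and from 18522600 to 25887100 in the null. Differences between genotypes below are therefore set against the spread of 3 or 4 pools of animals and not against counting error.

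The targeted genes were examined first, as a check of the genotype labels. Ago1 (ENSMUSG00000041530, chromosome 4, 126435012 to 126468583) had 0 counts in all 3 null spermatocyte libraries against 3.55 ± 0.589 CPM (SD, n = 4) in the wild type, at least 23.1-fold lower (edgeR adjusted p = 0.000522). In round spermatids it had 0 counts in all 4 null libraries against 3.29 ± 0.876 CPM (SD, n = 3), at least 20.8-fold lower (edgeR adjusted p = 2.58e-05). Heterozygous libraries held 3.19 ± 1.18 CPM (SD, n = 3) in spermatocytes and 2.39 ± 0.480 CPM (SD, n = 4) in round spermatids. Neither heterozygous value differed from the wild type (adjusted p = 0.818 and 0.612).

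Transcripts assigned to Ago3 (ENSMUSG00000028842, chromosome 4, 126331704 to 126429556) were higher, not lower, in the null libraries of both fractions. In spermatocytes Ago3 rose from 7.46 ± 2.89 CPM (SD, n = 4) in the wild type to 33.5 ± 17.4 CPM (SD, n = 3) in the heterozygote and 69.9 ± 25.7 CPM (SD, n = 3) in the null, a log2 fold change of 3.23 (SE 0.41, edgeR adjusted p = 0.00826) for null against wild-type. In round spermatids the log2 fold change was 2.68 (SE 0.38, edgeR adjusted p = 0.0108), with 4.28 ± 1.18 CPM (SD, n = 3) in the wild type and 27.8 ± 15.1 CPM (SD, n = 4) in the null. Ago3 lost its call in 3 of 7 spermatocyte fits that each left out one library (adjusted p up to 0.0737). In round spermatids it lost its call in 2 of 7 such fits (adjusted p up to 0.185). Of the 31-base words of Ago3 transcripts, 0.845% also occurred in Ago1 transcripts. Counts per gene do not tell which exons the reads came from. By the paper's account, the null allele still yields Ago3 and Ago4 mRNA, which carries premature stop codons near the breakpoints. The paper's western blots of testis showed loss of AGO1, AGO3 and AGO4 protein. The Ago3 counts are thus no measure of AGO3 protein, and the cause of their rise was not tested. Ago4 (ENSMUSG00000042500, chromosome 4, 126489541 to 126533472) fell by 1.36 on the log2 scale in null spermatocytes (SE 0.36, edgeR adjusted p = 0.0608) and by 0.63 in null round spermatids (SE 0.17, edgeR adjusted p = 0.0884). All null libraries of each fraction lay below all wild-type libraries, although neither change passed the threshold with edgeR and both did with DESeq2 (adjusted p = 0.00806 and 0.0171). Ago2, which was not targeted, did not pass the threshold (log2 fold change -0.99, adjusted p = 0.148 in spermatocytes and -0.55, adjusted p = 0.362 in round spermatids). In spermatocytes it stood at 9.10 ± 4.53 CPM (SD, n = 4) in the wild type and 4.58 ± 1.32 CPM (SD, n = 3) in the null. The groups overlapped, and a fall of Ago2 is not excluded.

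**Figure D1:**
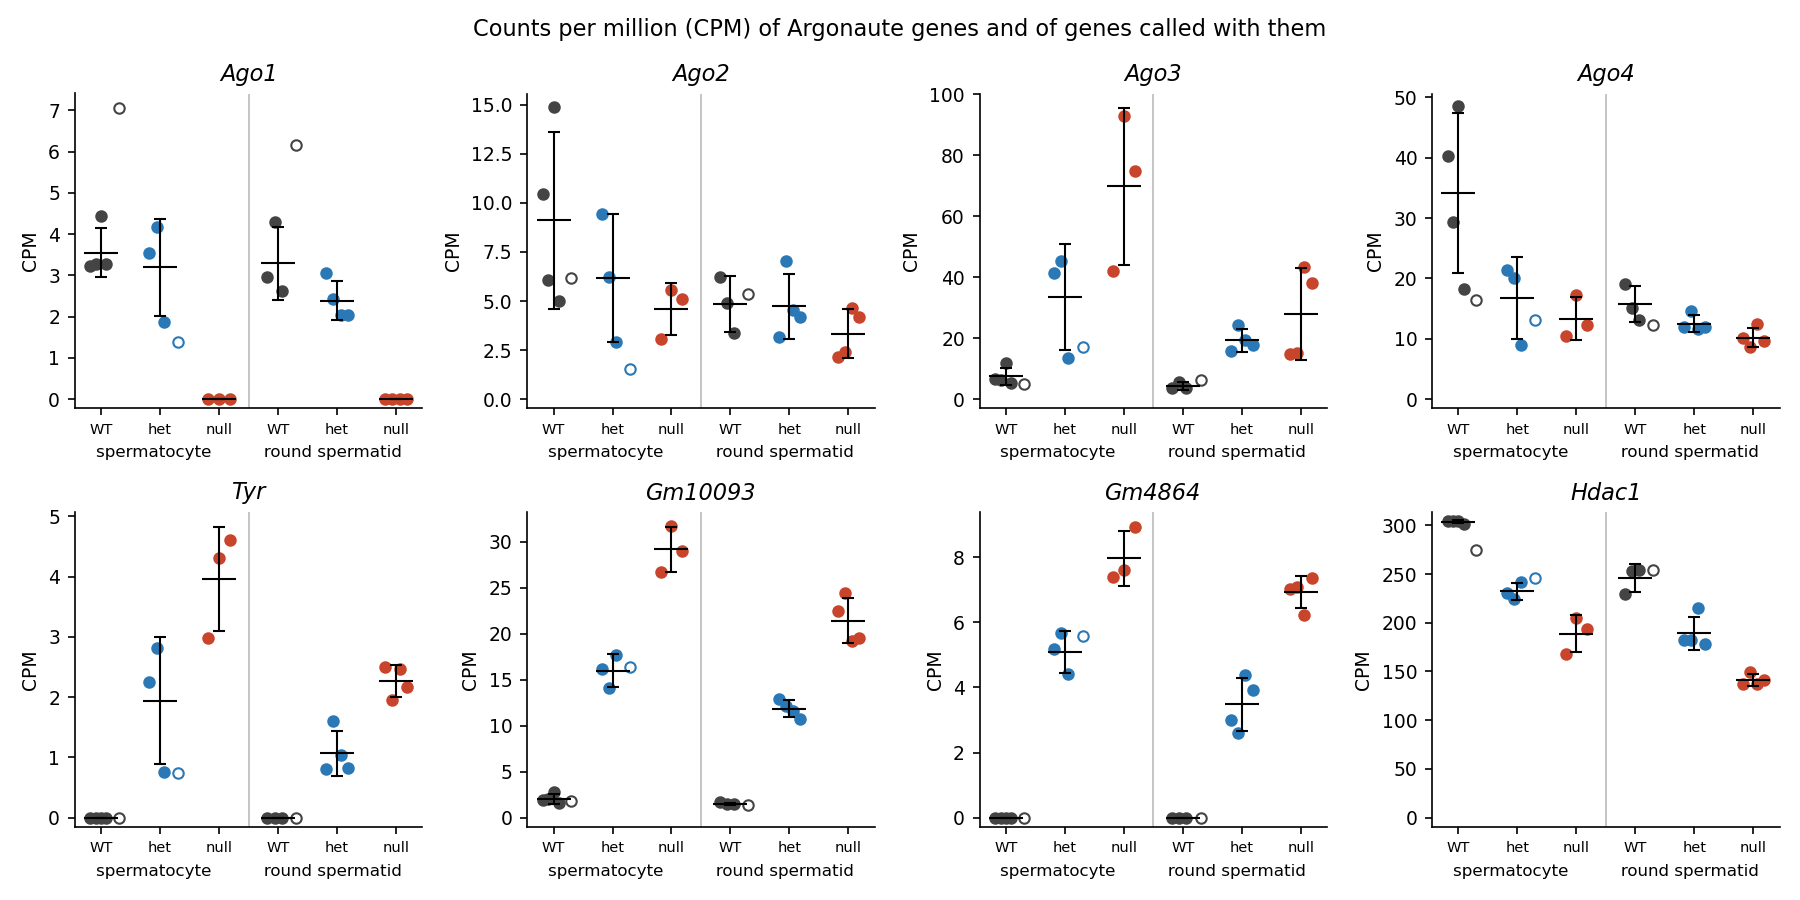
CPM (linear axis, 1 panel per gene) of the Argonaute genes, Tyr, Gm10093, Gm4864 and Hdac1 in each wild-type (WT), heterozygous (het) and null library of the fractions, with filled points for libraries used, open points for libraries the labels call outliers, and bars for the mean ± SD. Ago1 is absent from the null libraries, and Ago3 is higher in heterozygous and null than in wild-type libraries.

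The comparison of Ago413-/- with wild-type spermatocytes asks which transcripts change at the stage when sex chromosomes are silenced. With edgeR, 8 of 19450 tested genes were called, 6 higher and 2 lower, while 5907 genes had an unadjusted p-value under 0.05. The number of calls lay at the edge of the threshold. An adjusted p-value under 0.06 was reached by 707 genes and one under 0.1 by 3332, and DESeq2 called 3026 (1766 higher, 1260 lower), which included all 8. Without the heterozygous libraries in the fit 1303 genes were called. The alternative that moved the count most was leaving out wild-type replicate 5, which gave 4526 calls. No overlap between null and wild-type libraries was seen for 5406 genes (27.8%), where chance gives 5.71% on average. Genes vary together over libraries, so this share can lie far from that average by chance and is no test of genotype. The genes that rose most were Gm4864 (ENSMUSG00000112003, a processed pseudogene on chromosome 12, 77623549 to 77625009), with 0 counts in the wild type and 7.97 ± 0.846 CPM in the null, at least 33.3-fold higher (edgeR adjusted p = 1.94e-05), and Tyr (ENSMUSG00000004651, chromosome 7, 87424771 to 87493512), with 0 counts in the wild type and 3.96 ± 0.868 CPM in the null, at least 16.5-fold higher (edgeR adjusted p = 0.00270). Gm10093 (ENSMUSG00000061062, a processed pseudogene on chromosome 17, 78491582 to 78493025) followed with a log2 fold change of 3.83 (SE 0.24, edgeR adjusted p = 7.14e-06). It shares 86.1% of its 31-base words with transcripts of Hdac1, so its reads are not securely its own. Besides Ago1, Tmem35b (ENSMUSG00000070737, chromosome 4, 127123691 to 127129644) fell by 1.92 (SE 0.29, edgeR adjusted p = 0.0403). Phc2 and Chd5, the remaining calls, rose by 1.06 and 0.93.

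In round spermatids the same comparison called 10 of 19310 genes with edgeR, 5 higher and 5 lower, with 3734 genes at an unadjusted p-value under 0.05. DESeq2 called 702 genes (316 higher, 386 lower), 8 of the 10 among them, and gave no adjusted p-value for Ago1 and Tyr. Groups without overlap were found for 4008 genes (20.8%), against 5.71% by chance on average, with the same limit as in spermatocytes. Gm4864 was at least 36.1-fold higher (edgeR adjusted p = 9.72e-07) and Tyr at least 11.8-fold higher (edgeR adjusted p = 9.25e-05), both with 0 counts in every wild-type library. Gm10093 rose by 3.81 on the log2 scale (SE 0.17, edgeR adjusted p = 1.97e-08). Hdac1 (ENSMUSG00000028800, chromosome 4, 129516104 to 129542713) fell by 0.80 (SE 0.11, edgeR adjusted p = 0.00644), from 246 ± 14.2 CPM (n = 3) to 141 ± 6.04 CPM (n = 4). Trim62 (ENSMUSG00000041000, chromosome 4, 128883580 to 128911328) fell by 1.65 (SE 0.25, edgeR adjusted p = 0.0218). Phc2 (ENSMUSG00000028796, chromosome 4, 128654702 to 128752881) rose by 1.02 (SE 0.11, edgeR adjusted p = 0.000566). Tmem39b and Ovol2 fell by 0.75 and 0.63. The 6 genes called in both fractions, Ago1, Ago3, Gm10093, Gm4864, Phc2 and Tyr, had the same sign in both, as did all 395 genes that DESeq2 called in both. Deviations of libraries with consecutive numbers correlated above 0.1 in 8 of 9 pairs across the fractions. The fractions are thus not independent, and the agreement of signs expected with no effect was not simulated.

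The heterozygous libraries ask whether loss of 1 copy has an effect. With edgeR, 5 genes were called in heterozygous spermatocytes (Gm4864, Tyr, Gm10093, Stra8 and Chd5, all higher, 4794 genes at an unadjusted p-value under 0.05) and 4 in heterozygous round spermatids (Gm4864, Tyr, Gm10093 and Phc2, all higher, 1715 unadjusted). DESeq2 called 1228 and 7. Null and heterozygous libraries differed with edgeR in 1 gene in each fraction, Ago1 (727 genes at an unadjusted p-value under 0.05 in spermatocytes and 1482 in round spermatids). Across genes, the changes of heterozygous and null libraries against the wild type correlated with r = 0.809 in spermatocytes and 0.647 in round spermatids. Genes are not independent replicates, and both are inflated by the wild-type libraries they share. Unchanged groups simulated against these controls gave medians of 0.586 and 0.577, and 15 and 40 of 100 simulations gave a value as large, so neither correlation exceeded what shared controls can give.

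Meiotic sex chromosome inactivation keeps X-linked genes low in pachytene spermatocytes, and the study asked whether it is impaired in Ago413-/- males. X-linked genes made up 0.617 ± 0.122% of counts (SD, n = 4) in wild-type and 0.965 ± 0.199% (SD, n = 3) in null spermatocytes, and 1.02 ± 0.0526% (SD, n = 3) in wild-type and 1.34 ± 0.0815% (SD, n = 4) in null round spermatids. The median X-linked gene was shifted by 0.67 on the log2 scale relative to the median autosomal gene in null spermatocytes (fry p = 0.00869, camera p = 0.0808, two-sided exact permutation p of the X score = 0.0571, the smallest this design allows), with 608 of 737 X-linked genes higher (82.5%, against 46.4% of autosomal genes). The X score was -1.26 ± 0.25 (SD, n = 3) in null and -1.75 ± 0.18 (SD, n = 4) in wild-type spermatocytes, with all null above all wild-type libraries. Over the 7 fits that each left out one library, the shift ranged from 0.52 without null replicate 1 to 0.83 without wild-type replicate 5 (fry p from 0.00259 to 0.0212). With the libraries called outliers added back it was 0.52 and no longer passed 0.05 with fry. In null round spermatids the shift was 0.37 (fry p = 0.000667, camera p = 0.00473, two-sided exact permutation p of the X score = 0.0571, the smallest possible), with 637 of 748 X-linked genes higher. The X score there was -1.10 ± 0.02 (SD, n = 4) against -1.44 ± 0.09 (SD, n = 3), again without overlap.

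Heterozygous spermatocytes showed a shift of 0.62 (fry p = 0.00442, camera p = 0.0449, exact permutation p of the X score = 0.0571) and heterozygous round spermatids one of 0.23 (fry p = 0.00975, camera p = 0.0172, exact permutation p = 0.114). In heterozygous spermatocytes 89 of 96 spermatogonial genes also rose (NES 2.24, median shift 0.52, fry adjusted p = 0.0822). Leptotene/zygotene genes did not rise there (median shift -0.11). Cells from before pachytene and other technical explanations were not tested for the heterozygous X shift. Null and heterozygous spermatocytes did not differ (-0.06, fry p = 0.706, exact permutation p of the X score = 0.8), nor did null and heterozygous round spermatids by the same tests (0.13, fry p = 0.0805, exact permutation p = 0.114). The null effect on the X chromosome was not shown to differ between the fractions (difference of 0.23, fry p of the interaction 0.281, adjusted 0.666 over the 14 sets tested, and adjusted 0.613 with consecutive library numbers as pairs). Library numbers in the labels divide the libraries into those up to 60 and those above. Up to 60, the X scores were -1.92, -1.70 and -1.87 in wild-type spermatocytes and -0.98 in the only null library. Above 60, they were -1.52 in the only wild-type library and -1.41 and -1.40 in the null libraries, a much smaller distance. In round spermatids they were -1.54 and -1.35 in wild-type against -1.08 and -1.11 in null libraries up to 60, and -1.43 against -1.10 and -1.12 above 60. The direction was kept within each part in both fractions. The parts were not tested on their own, and in all but round spermatids up to 60 a group held only a single library. In a fit of both parts together, with the library number as a term, the shift was 0.63 in spermatocytes and 0.36 in round spermatids. These are given as effect sizes only.

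**Figure D2:**
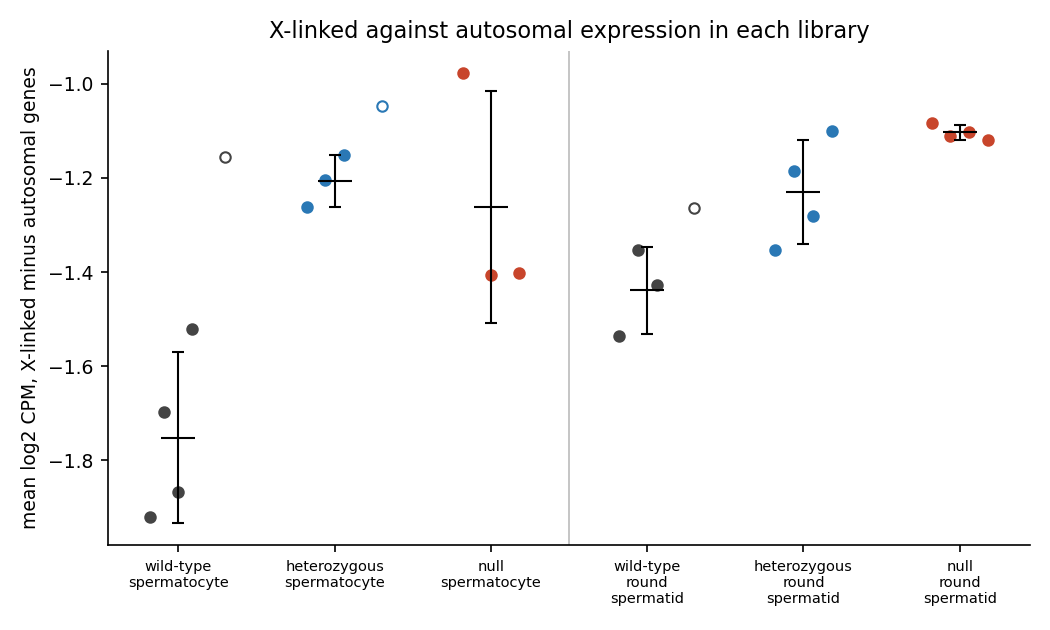
X score of each library (mean log2 CPM of X-linked genes minus that of autosomal genes) by fraction and genotype, with filled points for libraries used, open points for libraries the labels call outliers, and bars for the mean ± SD. All used null libraries lie above all used wild-type libraries of the same fraction.

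The Y chromosome was shifted by 0.94 in null spermatocytes (210 genes) and by 0.43 in null round spermatids, values that rest on multicopy genes. The autosomes of null spermatocytes lay between -0.09 (chromosome 11) and 0.16 (chromosome 14) of the autosomal median. Single X-linked genes did not pass the threshold with edgeR in either fraction, although 252 were higher and 8 lower at an unadjusted p-value under 0.05 in spermatocytes and 173 higher and 4 lower in round spermatids. With DESeq2, 151 of 737 X-linked genes (148 higher) and 2851 of 18484 autosomal genes were called in spermatocytes (two-sided Fisher's exact p = 0.000346), and 50 of 748 (49 higher) against 644 of 18350 in round spermatids (p = 3.51e-05). Fisher's test counts genes as independent, which they are not.

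**Figure D3:**
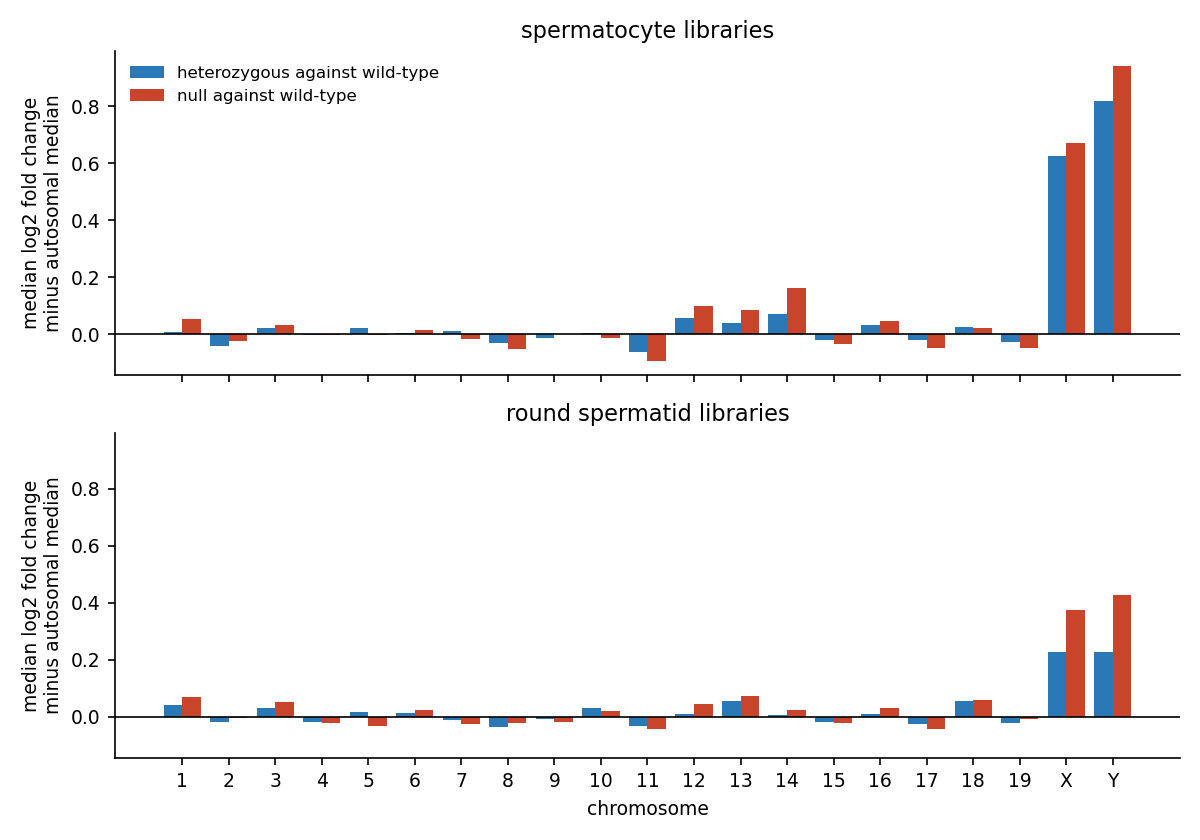
Median log2 fold change of each chromosome minus the autosomal median, as bars for heterozygous and null against wild-type, in spermatocytes (top) and round spermatids (bottom). For the null the X chromosome stands at 0.67 and 0.37, outside the range of the autosomes.

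The marker lists ask whether the stage profile of the fractions was altered. By preranked enrichment, 6 of 7 lists passed an adjusted p-value of 0.05 for null against wild-type in each fraction. For heterozygous against wild-type it was 5 of 7 in each. Heterozygous spermatocytes, set against the same wild-type libraries, changed like null ones in pachytene (NES -3.79), diplotene/M1/M2 (-3.28) and early round spermatid genes (2.90). These changes were thus not specific to the null. Null and heterozygous libraries differed in 2 lists in spermatocytes and 6 in round spermatids. In null spermatocytes, pachytene genes (NES -3.53, adjusted p = 5.86e-30) and diplotene/M1/M2 genes (NES -2.67, adjusted p = 9.45e-12) were lower, and early round spermatid genes were higher (NES 3.05, adjusted p = 1.08e-23), with 98 of 98 genes rising and a median log2 fold change of 0.68. Late round spermatid (NES 1.90), elongating spermatid (1.65) and spermatogonial genes (1.57) were higher by less, and each of these 3 turned negative when null replicate 1 was left out (NES -1.27, -1.25 and -0.55). Leptotene/zygotene genes did not differ (NES -1.02, adjusted p = 0.382). In null round spermatids, diplotene/M1/M2 (NES -3.34) and pachytene genes (-2.83) were lower and early round spermatid (2.32), late round spermatid (2.24), spermatogonial (2.16) and elongating spermatid genes (1.95) were higher, the last falling to an NES of 1.09 (adjusted p = 0.4004) without null replicate 1, also not passing without wild-type replicate 2, and ranging from 1.09 to 2.44 over the 7 fits that each left out one library, while leptotene/zygotene genes did not differ (NES -0.63, adjusted p = 0.993). Leaving out 1 library let leptotene/zygotene genes pass in at least 1 fit per fraction (lowest adjusted p 0.0424 in spermatocytes and 0.00533 in round spermatids). Tests that allow for correlation between genes gave fewer lists. With fry, none passed in spermatocytes (adjusted p = 0.0697 for diplotene/M1/M2, 0.106 for early round spermatid and 0.122 for pachytene genes), although 2 lists had an unadjusted p-value under 0.05, and 1 passed in round spermatids (diplotene/M1/M2, adjusted p = 0.0256). With camera none passed in either fraction, and the smallest unadjusted p-values were 0.172 and 0.0687. Adjusted over the list alone, 67 of 92 pachytene, 37 of 96 diplotene/M1/M2 and 63 of 98 early round spermatid genes were called in null spermatocytes and 41 of 96 diplotene/M1/M2 genes in null round spermatids, where adjustment over all genes tested gave 0, 0, 0 and 1.

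**Figure D4:**
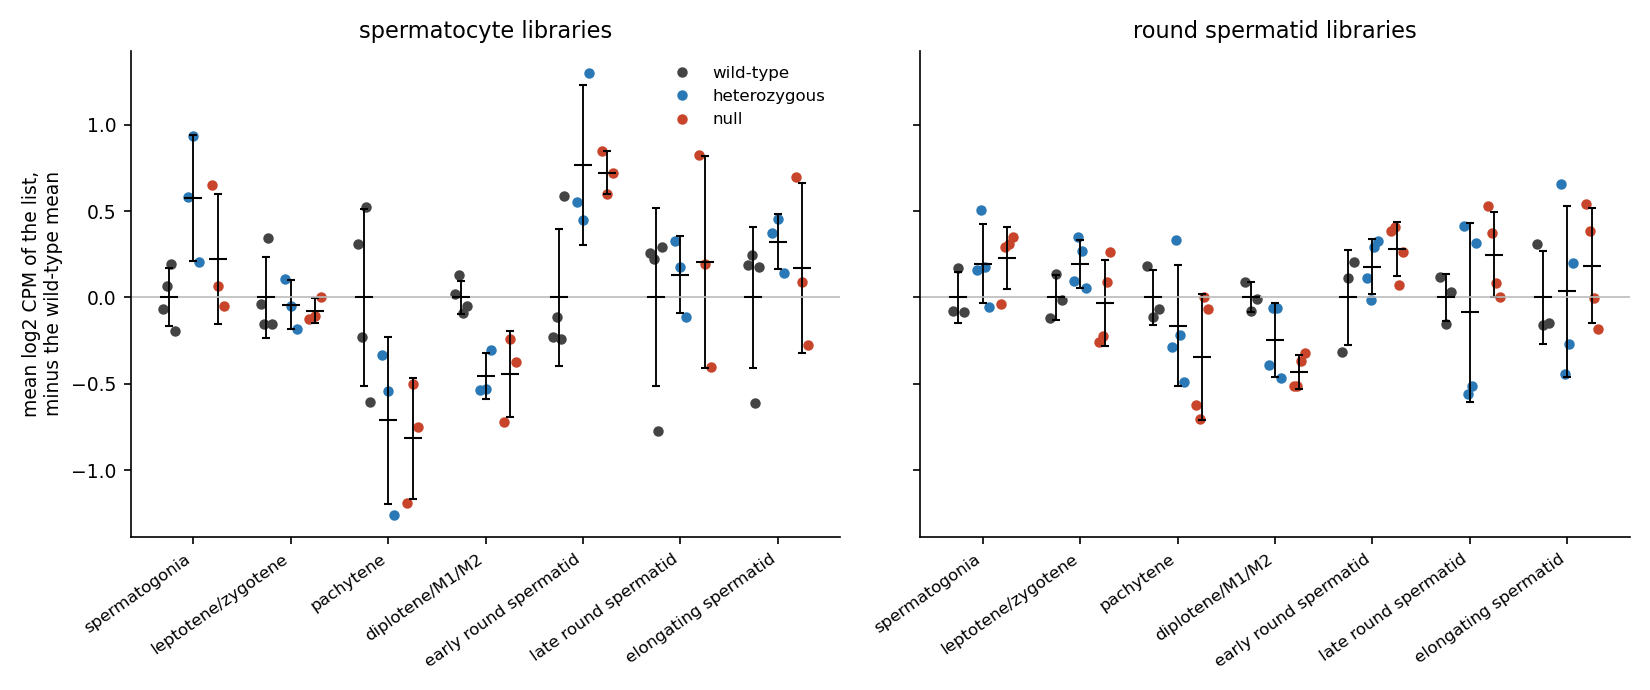
Mean log2 CPM of each stage marker list minus its wild-type mean, with a point for each library used, coloured by genotype, and bars for the mean ± SD. Null spermatocyte libraries lie above all used wild-type libraries for early round spermatid genes and below them for diplotene/M1/M2 genes.

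Genes for regulation of the meiotic cell cycle, which the study scored in single cells, did not differ between null and wild-type libraries (fry p = 0.136 and two-sided exact permutation p of the list mean = 0.229 in spermatocytes, with 12 of 38 genes rising, and 0.316 and 0.514 in round spermatids, with 16 of 37 rising). Adjusted over the list alone, 14 of them were called in spermatocytes and 4 in round spermatids, against 0 over all genes tested. Of the lists for somatic cells, none differed in spermatocytes (lowest adjusted fry p 0.256). In round spermatids the macrophage list was higher in the null, with 9 of 10 genes rising by a median of 1.03 (fry adjusted p = 0.00550, two-sided exact permutation p of the list mean = 0.0571, the smallest possible), although camera gave an adjusted p of 0.112. Its genes summed to 44.3 CPM in the wild type and 63.6 CPM in the null, and Apoe, the most abundant, stood at 25.3 and 28.6 CPM. The Sertoli, Leydig, peritubular myoid and erythrocyte lists did not differ there (lowest adjusted fry p 0.290). As one set, 31 of the 40 somatic genes tested in round spermatids rose, by a median of 0.30 relative to autosomal genes, which passed 0.05 with fry, and their summed level rose by 47.3 CPM.

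The genes of the 3 proteins that the study stained in testis sections were all higher in null libraries and none passed the threshold with edgeR. In spermatocytes Zp3r rose from 148 ± 44.3 CPM (SD, n = 4) to 242 ± 18.3 CPM (SD, n = 3), a log2 fold change of 0.71 (SE 0.22, edgeR adjusted p = 0.0720; DESeq2 adjusted p = 0.0307). Acrv1 rose by 0.74 (SE 0.26, edgeR adjusted p = 0.0930; DESeq2 adjusted p = 0.0556) and Adam4 by 0.46 (SE 0.20, edgeR adjusted p = 0.145; DESeq2 adjusted p = 0.0818). In round spermatids the changes were 0.37 for Zp3r (edgeR adjusted p = 0.195), 0.42 for Acrv1 (0.161) and 0.33 for Adam4 (0.247), with DESeq2 adjusted p-values of 0.121, 0.0828 and 0.186.

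The wild-type fractions were compared with each other to show what separates them without a genotype effect. Of 18629 genes, 4532 were called (2433 higher in round spermatids, 2099 lower). Leaving out single libraries gave from 2886 calls (without round spermatid replicate 2) to 6910 (without spermatocyte replicate 5), and adding back the libraries called outliers gave 0 calls, with 4627 genes at an unadjusted p-value under 0.05. No gene differed in its null effect between the fractions (interaction, 0 of 20404 genes called, 1215 at an unadjusted p-value under 0.05). With consecutive library numbers, which join libraries of the 2 fractions, as pairs it was also 0, with 1532 unadjusted. The changes in null spermatocytes correlated across genes with the wild-type difference of round spermatids from spermatocytes (r = 0.521). The same spermatocyte controls enter both, and 16 of 100 simulations of unchanged groups gave as large a value (median 0.149). Against the heterozygous difference between fractions, which shares no library, r was 0.134, and 40 of 100 simulations gave as large a value.

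Called genes were also examined by their distance from the deletion. Within 20 Mb of Ago1, 2 of 509 tested genes were called in spermatocytes against 4 of 17972 on the rest of the autosomes (odds ratio 17.7, two-sided Fisher's exact p = 0.0106), and 4 of 515 against 4 of 17832 in round spermatids (odds ratio 34.9, p = 3.93e-05). These are the called genes Phc2, Tmem35b, Hdac1, Trim62 and Tmem39b. The spermatocyte count rests on Phc2 and Tmem35b, and each lost its call in 6 of the 7 fits that left out one library (adjusted p from 0.00394 to 0.225 and from 0.00247 to 0.225), keeping it only without wild-type replicate 5. In round spermatids Trim62 lost its call in 6 of 7 such fits (adjusted p from 0.0400 to 0.110), Hdac1 in 2 and Phc2 in 0. With DESeq2 the odds ratio was 0.962 in spermatocytes (two-sided Fisher's exact p = 0.804) and 1.55 in round spermatids (p = 0.0375), and within 5 Mb it was 1.23 (p = 0.343) and 3.13 (p = 0.000374), so the enrichment in spermatocytes held for edgeR's few calls and not for the DESeq2 calls. All 6 changes had the same sign in heterozygous libraries, which are compared with the same wild-type libraries, so this adds no independent evidence.

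**Figure D5:**
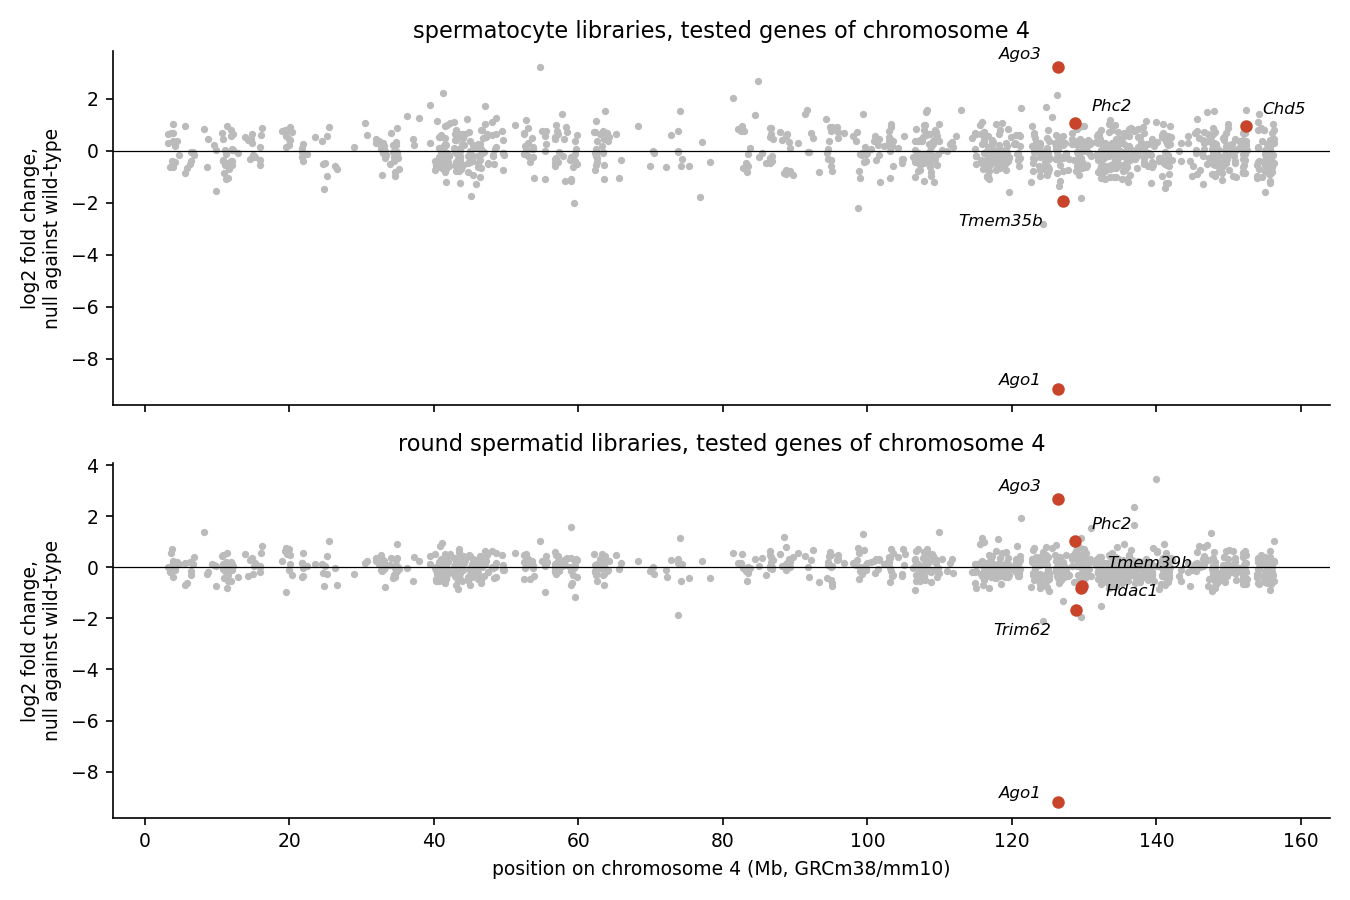
Log2 fold change of tested chromosome 4 genes, null against wild-type, by position (Mb, GRCm38/mm10) in spermatocytes (top) and round spermatids (bottom), with called genes as large red named points and other genes in grey. In both fractions the called genes lie near Ago1, apart from Chd5 in spermatocytes.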

Values the study reported

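By the study's account, the spermatocyte fractions it kept were 70% to 80% pure and the round spermatid fractions it kept were 80–90% pure. In its chromosome spreads, about 40% of Ago413-/- spermatocytes showed an altered position of proteins that mark the silenced sex chromosomes.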

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

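In this part the test of Tyr was chosen only after the result was seen. Samples that stood apart from their group were sought by Dixon's test in groups of 4. It marked 7 of 71 combinations of a measure and a group, where 3.55 are expected by chance, so single marks carry little weight.

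The library labelled spermatocyte wild-type replicate 5 stood apart in 2 measures. Its early round spermatid genes had a mean of 6.70 log2 CPM, against 5.87 to 5.99 in the other wild-type libraries, and its share of Y-linked counts was 0.0495%, against 0.0259 to 0.0290%. In both it lay closer to heterozygous and null libraries than to its own group. A wrong genotype label is argued against by 0 counts of Tyr and of Gm4864, which every heterozygous and null library held, and by an Ago1 level of 3.27 CPM. RNA of round spermatids like those of the wild-type fraction is argued against as the whole cause. The early list would need a share of 1.16 of such RNA, above the possible limit of 1, whereas the late round spermatid and elongating lists gave 0.0754 and 0.0393. The early estimate is loose, since the other wild-type spermatocyte libraries used gave -0.462 to -0.311, so the argument rests on the late and elongating lists. It was also the deepest library (about 29749100 counts) and the only wild-type spermatocyte library used with a number above 60, so a batch of libraries and a difference of this pool cannot be told apart. Without it, edgeR called 4526 genes in null spermatocytes in place of 8, so the single library may hold down most calls, and the cause was not tested.

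The library labelled spermatocyte wild-type replicate 4 stood apart in 3 measures. Its late round spermatid genes had a mean of 5.26 log2 CPM, against 6.26 to 6.32, and its elongating spermatid genes 6.96, against 7.75 to 7.82. Ago1 stood at 4.43 CPM, against 3.22 to 3.28. The spermatid lists fell together with the 46 genes highest in wild-type round spermatids, whose estimated share of round spermatid RNA was -0.166. That is in line with less spermatid RNA in this fraction than in the others, and such a difference in purity may also move the lists: without this library the leptotene/zygotene list in null spermatocytes changed sign (NES 0.84 in place of -1.02). The Ago1 values rest on 41 to 96 counts, and their cause was not tested.

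In round spermatids, Ago4 in the library labelled heterozygous replicate 2 was 14.6 CPM, against 11.6 to 11.97 in the others. The same library lay nearest to spermatocytes of the 4 heterozygous ones, at 0.704 on a scale from 0 for wild-type spermatocytes to 1 for wild-type round spermatids, and Ago4 is higher in wild-type spermatocytes (34.1 CPM) than in round spermatids (15.8 CPM). The spermatogonial genes of the library labelled null replicate 1 had a mean of 3.00 log2 CPM, against 3.33 to 3.39. Neither was tested further, and no biological explanation was tested.

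The library labelled spermatocyte heterozygous replicate 4, which the labels call an outlier and which none of the main comparisons used, held 0.748 CPM of Tyr, where all wild-type libraries had 0 counts, and 17.3 CPM of Ago3, where wild-type spermatocytes had 5.12 to 11.7 CPM. Both are at the level of the library labelled heterozygous replicate 3 (0.763 and 13.6 CPM), and a wrong genotype label is argued against. In the libraries used, heterozygous spermatocytes held 0.763 to 2.81 CPM of Tyr. Their mean was 49.045% of the null mean, as 1 copy in place of 2 would give. This is consistent with a transcribed Tyr copy that goes with the targeted allele, a hypothesis that needs the reads. The library differs from its group in its fraction profile, with a position of 0.806 between wild-type spermatocytes and round spermatids, against 0.316 to 0.343 for the other heterozygous spermatocyte libraries.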

How the results depend on the processing

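The alternatives were chosen before the data were examined, except an adjusted p-value under 0.1, limma voom and the paired fit of the X chromosome interaction, which were chosen after seeing the data. Where a value changed, the cause was not tested unless it is given.

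The number of calls depended on the test. DESeq2 called 3026 genes for null against wild-type spermatocytes (8 with edgeR), 702 in round spermatids (10), 1228 for heterozygous spermatocytes (5), 7 for heterozygous round spermatids (4), and 4 and 20 for null against heterozygous spermatocytes and round spermatids (1 and 1). The log2 fold changes of both tools hardly differed (r of 1.00 across genes for null spermatocytes), and limma voom gave 8 and 14 calls for null against wild-type. Without a filter on low counts edgeR called 2623, 238, 1481, 10, 30 and 11 genes in the same order. At an adjusted p-value under 0.1 it called 3332 for null spermatocytes, 489 for null round spermatids and 2 for null against heterozygous round spermatids. With DESeq2's size factors, null round spermatids had 20 calls, 5 higher and 15 lower, in place of 5 and 5. Scaling moved the median of all genes by at most 0.025.

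With only the compared groups in the fit, there were 1303 calls for null and 2 for heterozygous spermatocytes, and 0 for null against heterozygous spermatocytes (546 genes at an unadjusted p-value under 0.05). Adding back the libraries called outliers gave 26 calls for null round spermatids, 3 for heterozygous spermatocytes and 0 for the wild-type fractions (4627 unadjusted), where the added libraries lie between the fractions. With them the X shift in null spermatocytes was 0.52 and did not pass 0.05 with fry, the odds ratio near Ago1 in spermatocytes was 11.8 (two-sided Fisher's exact p = 0.105), and 3 lists passed in spermatocytes. The elongating list then reversed to an NES of -0.98, and the direction of the macrophage list in spermatocytes reversed, with a fry p-value of 0.944. With DESeq2 the odds ratio near Ago1 in spermatocytes reversed to 0.962 within 20 Mb, where it was 1.12 within 10 Mb and 1.23 within 5 Mb. With edgeR the smaller windows gave 28.1 and 67.7 in spermatocytes and 55.7 and 134 in round spermatids. Leaving out one library took the call from Phc2 and Tmem35b, the genes near Ago1 called in spermatocytes, in 6 of 7 fits each.

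With the library number as a term, 4 genes were called in null spermatocytes, and the called genes included 1 targeted and 4 named genes (2 and 7 without the term). Without a filter these were 4 and 11, and 3 lists passed in spermatocytes. Tests that allow for correlation left 0 lists with fry and 0 with camera in spermatocytes (2 and 0 at an unadjusted p-value under 0.05), and 1 and 0 in round spermatids. The X shift of 0.67 in spermatocytes had a camera p of 0.0808.

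The replicate number did not pair the libraries. Deviations of libraries with the same number correlated above 0.1 in 4 of 7 pairs in spermatocytes and in 1 of 10 in round spermatids, where 3 lay below -0.1, whereas 8 of 9 pairs of consecutive library numbers across fractions did and 1 lay below -0.1. With those as pairs the interaction still gave 0 calls (1532 genes at an unadjusted p-value under 0.05), the interaction of the X chromosome was 0.24 in place of 0.23 and did not pass 0.05 with fry in either, and the wild-type fractions gave 5455 calls. With the replicate number as a block, 687 genes were called in null and 2 in heterozygous spermatocytes, the X shift in null spermatocytes was 0.77 and did not pass 0.05 with fry, and the leptotene/zygotene list in spermatocytes reversed to an NES of 0.54.

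Leaving out one library at a time, null spermatocytes gave from 4 calls without wild-type replicate 1 to 4526 without wild-type replicate 5, and heterozygous spermatocytes from 3 to 2966 without the same libraries. Null round spermatids gave 5 (without wild-type replicate 4) to 9 calls, heterozygous round spermatids 3 to 4, null against heterozygous libraries 1 to 1 in spermatocytes and 1 to 2 in round spermatids (2 without heterozygous replicate 4), and the wild-type fractions 2886 (without round spermatid replicate 2) to 6910 (without spermatocyte replicate 5). The interaction gave 0 in all 14 fits. The X shift ranged from 0.52 to 0.83 in spermatocytes and from 0.35 to 0.42 in round spermatids, past the fry threshold in every one of these fits. In spermatocytes 3 (without null replicate 1) to 7 lists passed, 1 (without wild-type replicate 1) to 3 targeted genes and 4 (without wild-type replicate 1) to 10 (without wild-type replicate 5) named genes. In round spermatids it was 5 to 7 lists, 1 to 2 targeted genes and 5 to 8 named genes. Without null replicate 1 the spermatocyte lists for spermatogonia, late round spermatids and elongating spermatids fell to an NES of -0.55, -1.27 and -1.25, with highest values of 2.08, 2.56 and 2.32. The leptotene/zygotene NES ranged from -1.31 to 0.84 (without wild-type replicate 4) in spermatocytes and from -1.64 to 0.91 (without wild-type replicate 2) in round spermatids, where the elongating NES ranged from 1.09 (without null replicate 1) to 2.44. The median shift of the meiotic cell cycle list in round spermatids ranged from -0.14 to 0.021, where leaving out null replicate 1 changed its sign.

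Of the single lists and genes, the spermatocyte lists had 23 weaker, 1 stronger and 6 reversed values among 126, the round spermatid lists 13 weaker, 2 stronger and 3 reversed among 126, the targeted genes 7 weaker and 5 stronger among 112, and the other named genes 27 weaker and 5 stronger among 238. Depth limits the genes near the floor, such as Ago1 and Tyr, for which only lower bounds of the fold can be given.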

Other observations

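Of the tests in this part, those of GC content, length and expression, of the library number in round spermatids, of early round spermatid type RNA, of spermatocyte and macrophage RNA in round spermatids, of Gm10093, Gm4864 and Tyr, of the exchanged pair and of the DESeq2 splits were chosen only after the result was seen.

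Other splits of the same libraries show how far the calls follow genotype. For null against wild-type spermatocytes, 2 of the 35 splits gave as many edgeR calls, the real one included, and also 2 of 35 gave as many DESeq2 calls. The other split set wild-type replicates 1, 2 and 4 against wild-type replicate 5 and the null libraries and gave 4715 edgeR and 5613 DESeq2 calls, more than the real 8 and 3026. Each remaining split gave 0 edgeR calls and at most 1666 DESeq2 calls. The same kind of split, with replicates 1, 2 and 4 on one side, was the other one among the 2 of 35 for heterozygous spermatocytes (3281 calls against 5) and for the wild-type fractions (5180 against 4532). It does not follow the cut at library number 60, since null replicate 1 and all heterozygous spermatocyte libraries used lie below it. Wild-type replicates 1, 2 and 4 have the numbers 30, 36 and 42. No null or heterozygous spermatocyte library used lies between these numbers, nor does wild-type replicate 5, so a batch of these libraries stays open. In round spermatids, only the real split reached its number of calls for null against wild-type (1 of 35 with edgeR, where the others gave at most 1 call, and 1 of 35 with DESeq2, at most 221) and for heterozygous against wild-type (1 of 35). The 4 heterozygous calls were Gm4864, Tyr, Gm10093 and Phc2, and 7 of 35 splits gave as many genes at an unadjusted p-value under 0.05 as the real 1715, so that split stands apart by these few genes alone. For null against heterozygous libraries, 1 of 10 splits in spermatocytes, which is the lowest share possible, and 3 of 35 in round spermatids gave as many. For the interaction no gene was called, so all 100 of the 100 splits drawn necessarily gave as many, and 26 of the 100 gave as many genes at an unadjusted p-value under 0.05 as the real 1215. The number of calls in null round spermatids is thus set apart from other splits, and that in null spermatocytes is not. This concerns the number and not single genes, since Ago1 had 0 counts in each null library and Tyr and Gm4864 had 0 counts in each wild-type library of both fractions.

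The shift of the X chromosome in null spermatocytes was set against technical explanations. Round spermatid RNA would raise X-linked genes that are higher in round spermatids. The 128 X-linked genes that are not higher there were shifted by 0.90, more than the 535 that are (0.28), each against autosomal genes chosen in the same way, and with heterozygous fractions as the reference the values were 0.88 and 0.41. More cells from before pachytene would raise autosomal genes of those stages, which were shifted by 0.17 (spermatogonia) and -0.08 (leptotene/zygotene). In the fits that each left out one library, the higher of these lists lay below the X shift by 0.32 to 0.70. With the library number as a term the shift was 0.63. As one set, 33 somatic genes showed no rise (median shift -0.26, 11 rising), and this shift did not pass 0.05 with fry. Their summed level fell by 138 CPM, a value that covers only these marker genes. Single lists went both ways, with shifts of 0.74 for macrophage and 0.19 for peritubular myoid genes. For Sertoli and Leydig genes the shifts were -0.68 and -0.42. The erythrocyte list held only 1 tested gene, with a shift of -1.32. A joint rise of somatic RNA was thus not seen, and a part from single somatic cell types stays open. Autosomal genes matched on GC content, length and expression left a shift of 0.52. RNA of early round spermatid type stays open: with the score of those autosomal genes as a term the shift was 0.29 and did not pass 0.05 with fry, and the score is confounded with genotype in all but wild-type replicate 5. A reduced silencing of the X chromosome and a change in the timing of stages therefore cannot be told apart in null spermatocytes from these counts.

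In null round spermatids the shift may reflect reduced silencing, a hypothesis found and tested on the same data. It was 0.36 with the library number as a term, 0.29 against autosomal genes matched on GC content, length and expression, and 0.31 with the pachytene and diplotene score as a term, and passed 0.05 with fry in the last of these. With the macrophage score as a term it was 0.43 and also passed 0.05 with fry. All 4 null libraries lay above all wild-type ones in the macrophage list and below them in the diplotene/M1/M2 list. Terms so confounded with genotype cannot exclude macrophage RNA or a loss of spermatocyte RNA. The library number and GC content, length and expression are argued against as the whole cause. As one set, the 40 somatic genes rose by 0.30, near the X shift of 0.37, so a part from somatic RNA stays open. The size of that part was not measured, because the summed gain of 47.3 CPM covers only these marker genes. Because round spermatids inherit RNA from spermatocytes, transcripts kept from an earlier stage stay open as untested, as does an effect of the wild-type pools, of which there were 3.

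Early round spermatid genes rose in null spermatocytes by more than the rest of the round spermatid profile. Late round spermatid and elongating genes rose less (NES 1.90 and 1.65) and turned negative without null replicate 1 (NES -1.27 and -1.25). If the rise came from RNA like that of the wild-type round spermatid fraction, the null libraries would need shares of 1.35 to 1.86 of it, and a share above 1 is impossible. The early list differs little between the wild-type fractions (median log2 ratio 0.455), and wild-type spermatocyte libraries themselves gave -0.462 to 1.16. Its estimate is thus too loose to exclude such RNA alone. Late round spermatid and elongating genes gave at most 0.290, and the 46 genes highest in wild-type round spermatids gave 0.233, -0.0289 and -0.169 in null replicates 1, 2 and 3. The low shares from these other lists argue against round spermatid RNA as the whole cause, and a smaller share of it in null replicate 1 stays open. Cells between the collected fractions, or an earlier start of these genes, stay open as untested. Heterozygous libraries, set against the same wild-type libraries, gave 0.843 to 3.30 for the early list.

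The calls near Ago1 may come from flanking DNA of the embryonic stem cell strain in which the deletion was made. Such DNA would place called genes near the deletion in both fractions, which the test found for edgeR's calls (the larger p was 0.0106). The heterozygous changes share the wild-type libraries by which these genes were chosen, so their signs are no test. At an unadjusted p-value under 0.001, the window from 120 to 130 Mb held 4.29% of its tested genes in spermatocytes and 9.09% in round spermatids, against 1.5% and 1.09% on other autosomes. In round spermatids this was the highest window of chromosome 4 (13 of 143 genes). In spermatocytes it held 6 of 140 genes, and the windows from 30 Mb (2 of 39, 5.13%) and from 80 Mb (2 of 36, 5.56%) had higher shares. Windows with so few genes neither show nor rule out a distinct local peak in spermatocytes. The called genes there, Phc2 and Tmem35b, each lost their call in 6 of the 7 fits that left out one library, so the excess rests mainly on round spermatids. The DESeq2 calls in spermatocytes showed no such excess (odds ratio 0.962 within 20 Mb and 1.23 within 5 Mb), while those in round spermatids did (1.55 and 3.13). A local effect of the deletion itself stays open as untested, and nearby genes are poor evidence on Argonaute function for either reason.

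Hdac1, which lies 3.08 Mb from Ago1, fell while its processed pseudogenes Gm10093 and Gm4864 rose in heterozygous and null libraries. Of the 31-base words of Gm10093, 86.1% occur in Hdac1 transcripts, so base differences in Hdac1 on the targeted chromosome may send its reads to Gm10093. For Gm4864 the share was 25.8%, and the source of its reads cannot be told apart from these counts, because the bases of the reads are not in them. The gain of both pseudogenes was 30.6% of the loss of Hdac1 in spermatocytes and 25.7% in round spermatids, and with the 3 genes summed a log2 change of -0.44 and -0.54 was left. A part of the Hdac1 change may thus be a matter of read placement and the rest was not explained.

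Tyr on chromosome 7 had 0 counts in 9 of 9 wild-type libraries and 13 to 103 counts in 8 of 8 heterozygous and 7 of 7 null libraries, those called outliers included. The heterozygous mean was 49.045% of the null mean in spermatocytes and 47.1% in round spermatids. No other gene shared more than 0.732% of its 31-base words. Single heterozygous spermatocyte libraries held 0.763 to 2.81 CPM and null ones 2.97 to 4.61 CPM, so the proportion was seen in the means only. A candidate explanation is a transcribed Tyr copy carried with the targeted allele, which the proportion of the means to allele number fits. If so, Tyr reads tell genotypes apart and say nothing about Argonaute function. The source of the Ago3 reads was not tested. In round spermatids they did not follow allele number, since null replicates 1 and 2 (14.7 and 15.0 CPM) lay below the 4 heterozygous libraries (15.6 to 24.4 CPM) and null replicates 3 and 4 (43.3 and 38.1 CPM) above them.

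The pair of wild-type libraries with consecutive numbers that the labels call outliers may have been exchanged. On the scale from 0 for wild-type spermatocytes to 1 for wild-type round spermatids over 4532 genes, the library labelled spermatocyte wild-type replicate 3 lay at 0.744 and the library labelled round spermatid wild-type replicate 3 at 0.316, where the other wild-type spermatocyte libraries lay between -0.428 and 0.269 and the other round spermatid libraries between 0.927 and 1.02. Both lie on the side of the opposite fraction. They stay outside the range of its wild-type libraries and inside that of all its libraries used (0.704 to 1.37 for round spermatids and -0.428 to 0.654 for spermatocytes). Poor separation of both fractions stays open beside an exchange, and the labels were kept.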
